A study of Mus musculus with 6 samples.

How the data were processed

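Bulk RNA-seq of mouse kidney glomeruli, the capillary tufts that filter the blood, was analysed in 6 libraries, 3 labelled young and 3 labelled aged. Per the labels' protocols, magnetic beads were perfused through the animals, the kidneys were minced and digested, bead-holding glomeruli were collected with a magnet and lysed for RNA, and stranded libraries were made from poly(A) RNA. The labels give no age in weeks, no sex, no sequencing batch or date, and no aligner, counting program, annotation, genome build or use of strand in the counting.

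Per the file headers, the authors deposited 1 table per library with a raw read count, a gene width and an RPKM value for each of 52636 Ensembl genes. The counts were whole numbers, and no row lacked a gene. The deposited RPKM values equalled the count scaled by the gene width and by a library total that was the same for every gene of a table. Gene counts made up between 95.1% and 95.4% of that total. The width equalled the whole gene span, introns included, for 85.6% of the genes found in the annotation, so the authors' RPKM values are per kilobase of gene span and not per kilobase of transcript. RPKM and width were used for these checks only, and all tests used the counts as deposited.

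Gene symbols, coordinates, transcript length and GC content came from GENCODE M21 (mouse build GRCm38). Of the genes in each table, 52489 were found there, and the 147 others held 0.00844% of all counts. The build the authors counted on is not stated, so coordinates are those of GENCODE M21. Total gene counts were 24727773, 26791412 and 22925667 in young replicates 1 to 3 and 23173268, 26236628 and 21162919 in aged replicates 1 to 3. At this depth the widest 95% Wilson interval of a library's share, in percentage points to either side, was 0.00774 for the mitochondrial genome, 0.00506 for the proximal tubule markers, 0.000897 for haemoglobin and 0.000646 for immunoglobulin. PCR reads without molecular identifiers are not independent molecules, so such intervals, and the floor of 3 counts used below, cover counting error only.

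Aged libraries were compared with young libraries in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults, libraries were scaled by TMM, and glmQLFit and glmQLFTest gave a quasi-likelihood F-test without covariates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. CPM values are counts scaled to the TMM-adjusted library size. Standard errors of log2 fold changes were derived from the fold change and its F statistic. A fold change against a group whose libraries all held 3 counts or fewer was computed against that floor and is given as a lower bound. Genes that overlap another gene may share reads with it, and this holds for genes on the opposite strand too, since use of strand is not stated.

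Before the data were examined, the groups, the main tests, the alternatives, 14 hand-written gene lists and the rule for naming genes were fixed. The lists held markers of cell types and genes of cellular programs, with no gene in more than 1 list. They were tested with camera at a preset inter-gene correlation of 0.01 (limma 3.58.1), adjusted by the Benjamini-Hochberg method over the 14 lists, with fry and camera with estimated correlation as alternatives. Reactome pathways shipped with fgsea 1.28.0 were matched through Entrez identifiers, and 663 pathways with 15 to 300 tested genes were tested with camera in the same way. The genes named are, among those past the threshold with a mean of at least 50 counts and no overlap between the groups' libraries, the 5 with the largest fitted log2 rise and the 5 with the largest fitted log2 fall and the 3 with the smallest p-value in each direction, leaving out predicted genes and antigen receptor segments. A further 10 genes of senescence and sex are named whatever their values, and so is the member with the smallest p-value of each list that had a member past the threshold. Of pathways, the 3 with the smallest p-values in each direction are named. Some pathways of senescence and of the cell cycle are named too, chosen after their values were seen.

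Shares of counts were summed over the proximal tubule markers, 37 mitochondrial genes, 396 immunoglobulin genes and 4 haemoglobin genes, and compared by a two-sided exact permutation test, whose smallest possible p-value for 3 against 3 is 0.1. The biological coefficient of variation was taken from edgeR's common dispersion in each age group.

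The alternatives were RLE factors, upper-quartile factors, library totals alone, library sizes without immunoglobulin, haemoglobin and mitochondrial genes, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the proximal tubule score (mean log2 CPM of the proximal tubule markers) as a covariate, DESeq2 1.42.0, limma-voom, robust quasi-likelihood fits, adjusted p thresholds of 0.01 and 0.1, pathway sizes of 5 to 500, removal of each library's loess trend on GC content or transcript length (span 0.4), alone and with the block, and each library left out in turn. Trend removal was planned for the numbers of genes higher and lower, and was chosen for the other results after the data had been seen.

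A further 6 gene lists were written after the first results were seen and, with the exceptions below, before the values of their own genes were: neutrophil, monocyte, red cell and platelet, iron-recycling macrophage, hepatocyte, and secretory genes that macrophages also make. By then the shares of haemoglobin genes, which 4 of the red cell and platelet genes make up, and the fold changes of Mmp13 and Gdf15, both put among the genes that macrophages also make, had been seen. Fcna, Spic and Slc40a1, also seen by then, were left out of the iron-recycling list. The remaining secretory genes, the mitochondrial genome and the nuclear-coded genes of the Reactome pathway for respiratory electron transport were tested in the same way, with p-values of these added lists not adjusted.

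The tests were checked on simulated counts for 15721 genes, of which 200 were changed, as many raised as lowered. The real contrast gave 6297 calls, with 1982 genes at least 2-fold higher and 522 at least 2-fold lower. The rates below thus may not hold for it, and scaling under so wide and uneven a change was not checked. The edgeR test recovered 167 of the 200 genes (83.5%), and 10 of its 177 calls were false (5.65%). DESeq2 recovered 84% with 14.7% false calls, limma-voom 82% with 4.65%, the fit with the block 83% with 7.78% and the fit with the proximal tubule score of the simulated libraries, which did not follow age, 77.5% with 9.88%. With the score of the real libraries as the covariate, 23% were recovered with 14.8% false calls. With a GC trend added to the simulated counts, 8659 calls were false before trend removal and 8 after it.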

Results

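RNA from isolated kidney glomeruli of young and aged mice was sequenced in 3 libraries per age group, to describe how the transcriptome of the glomerulus differs with age and how genes linked to cellular senescence, the lasting arrest of cell division, behave in it. The tables held between 21162919 and 26791412 gene counts per library, and between 19833 and 20614 genes had at least 1 count.

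Libraries grouped by age. The first principal component of log2 CPM (counts scaled to library size) held 78.6% of the variance and separated the 3 young from the 3 aged libraries, and the second held 6.93%. Across genes, which are not independent replicates, Pearson's r was 0.986 to 0.991 between libraries of one age and 0.931 to 0.960 between ages. No library was a copy of another, with a mean chi-square per gene of 13.6 to 22.8 over the 6 within-group pairs. The libraries were taken as replicates as labelled, which this does not test. The biological coefficient of variation was 12.6% in the young libraries and 10.5% in the aged libraries. It ranged from 11.3% to 14.4% in young and from 9.55% to 11.6% in aged libraries when 1 library was left out, and the difference between the ages was not tested. All 6 libraries had the expression pattern of male animals. Xist held 0 to 2 counts in every library, while the Y-linked gene Ddx3y held 1977 to 3134 counts. Xist overlaps 2 genes on the same strand and 3 on the opposite strand, so its reads may have been lost in counting. The Y-linked genes Eif2s3y, Kdm5d and Uty overlap no other gene and held at least 471 counts in every library. Ddx3y was lower in aged libraries by a log2 fold change of -0.35 ± 0.10 (SE, n = 3 per group; edgeR adjusted p 0.0199), a call that was lost without young replicate 1 (adjusted p 0.0542), without aged replicate 1 (0.0583) and without aged replicate 2 (0.0763), and whose adjusted p ranged from 0.00405 to 0.936 over all alternatives. Ddx3y overlaps 2 genes on the same strand. Eif2s3y, Kdm5d and Uty did not pass the threshold (edgeR adjusted p 0.345, 0.102 and 0.492), and the log2 fold change of Uty was -0.11 with all libraries and 0.0053 without young replicate 1.

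The share of counts in proximal tubule markers, which measures tubule RNA in a glomerular preparation, was 0.460% ± 0.128 in young and 1.41% ± 0.262 in aged libraries (SD, n = 3; two-sided exact permutation p 0.1). The mitochondrial genome took 1.82% ± 0.215 of counts in young and 3.15% ± 0.551 in aged libraries (exact permutation p 0.1, n = 3). That share may be partial: mt-Co2, mt-Co3 and mt-Atp6 held at most 305 counts in any library, against at least 44017 for mt-Co1. Immunoglobulin genes took 0.00899% ± 0.00148 in young and 0.0235% ± 0.00502 in aged libraries (exact permutation p 0.1, n = 3), a partial share because Igkc is listed at 0 in all 6 libraries. Haemoglobin genes took 0.0323% ± 0.0141 in young and 0.00885% ± 0.00100 in aged libraries (exact permutation p 0.1, n = 3). None of the 4 shares overlapped between the ages. The p-value of 0.1 is the smallest that 3 against 3 libraries allow, so this test cannot pass a threshold of 0.05, and it stayed at 0.1 after Benjamini-Hochberg adjustment over the 4 shares. The ratio of the aged to the young mean was 3.06 for the proximal tubule markers, and it ranged from 2.67 to 3.52 when 1 library was left out.

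Of 15721 genes tested, 6297 differed between aged and young glomeruli at an edgeR adjusted p under 0.05, with 3729 higher and 2568 lower in aged libraries. At least 2-fold changes were found for 1982 genes higher and 522 genes lower. The groups' libraries did not overlap for 6234 of the genes called and for 52.6% of all genes tested, against 10% by chance for 3 against 3. The median log2 fold change of all genes tested was 0.01. The alternative that moved these numbers most was the proximal tubule score as a covariate, under which 70 genes were higher and 16 lower. Age group explained 90.8% of the variance of that score, so the fit can call fewer genes by construction. Of the genes called, 1282 overlap another gene on the same strand and a further 2022 overlap only a gene on the opposite strand, and reads of such genes may be shared.

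**Figure D1:**
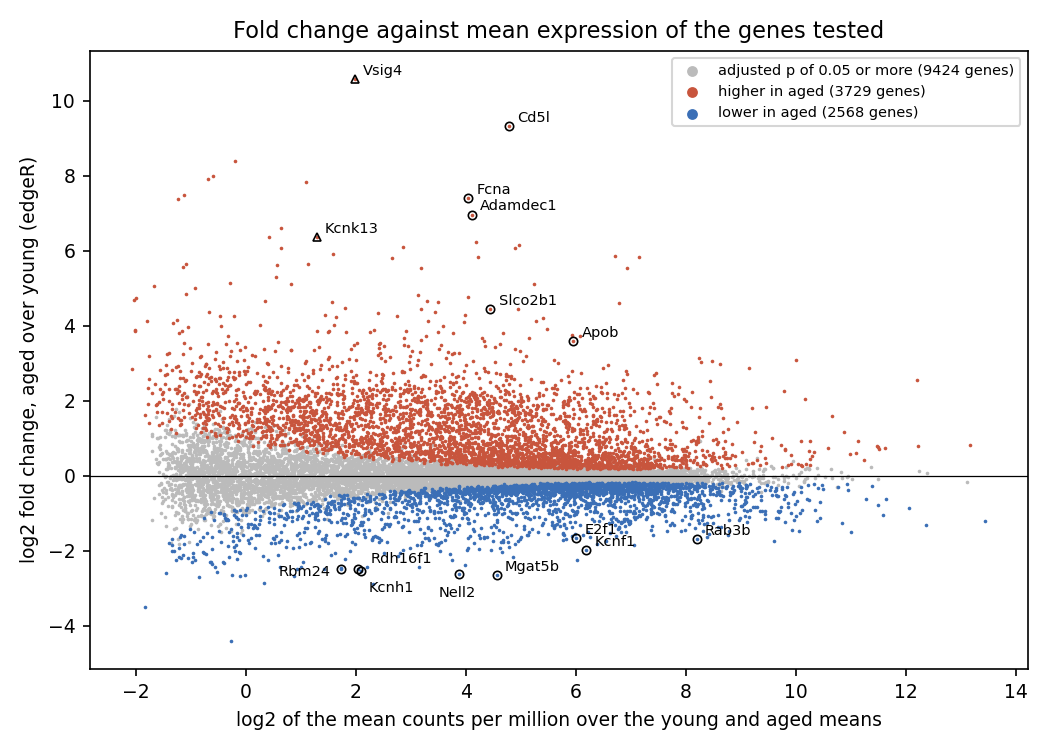
Log2 fold change of aged over young libraries (vertical axis) against the log2 of mean CPM (horizontal axis) for the 15721 genes tested, 1 point per gene, with genes past an edgeR adjusted p of 0.05 coloured by direction. The 3729 higher genes reach larger fold changes than the 2568 lower genes; for Vsig4 and Kcnk13 (triangles) the young libraries held 3 counts or fewer and the height is a fitted value that depends on the prior count.

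Among the genes whose libraries did not overlap between the ages and that had a mean of at least 50 counts, those with the largest fitted log2 rises were Vsig4, Cd5l, Fcna, Adamdec1 and Kcnk13. The ranks of Vsig4 and Kcnk13 rest on fitted values against young libraries at the floor and are not certain. Vsig4 (ENSMUSG00000044206; protein-coding, GRCm38 chromosome X, 96247203 to 96293438, minus strand) had no counts in the young libraries and 17.1, 5.08 and 1.49 CPM in aged replicates 1 to 3, so it was at least 60.5-fold higher in aged (edgeR adjusted p 0.00337). Its aged mean was 7.91 CPM with aged replicate 1 and 3.29 without it. Kcnk13 (ENSMUSG00000045404; chromosome 12, 99964499 to 100062682, plus strand) was at least 36.9-fold higher (edgeR adjusted p 3.23e-05), with 4.83 ± 1.58 CPM in aged libraries (SD, n = 3) and a young mean of 0.055 that was 0.022 without young replicate 1. Cd5l (ENSMUSG00000015854; chromosome 3, 87357881 to 87371073, plus strand) rose from 0.083 ± 0.081 to 54.9 ± 30.5 CPM, a log2 fold change of 9.32 ± 0.71 (SE; edgeR adjusted p 1.94e-05), although its young mean was 0.044 without young replicate 1. Fcna (ENSMUSG00000026938; chromosome 2, 25624666 to 25628030, minus strand) rose by 7.40 ± 0.37 (SE; edgeR adjusted p 4.66e-06). Adamdec1 (ENSMUSG00000022057; chromosome 14, 68563380 to 68582095, minus strand) rose from 0.272 ± 0.067 to 34.3 ± 2.87 CPM (log2 fold change 6.96 ± 0.18) and had the smallest p-value among the rises (edgeR adjusted p 1.22e-07). It was followed by Slco2b1 (ENSMUSG00000030737; chromosome 7, 99657804 to 99711340, minus strand), which rose by 4.45 ± 0.12, and Apob (ENSMUSG00000020609; chromosome 12, 7977648 to 8016835, plus strand), which rose by 3.60 ± 0.11. Fcna, Kcnk13 and Slco2b1 overlap a gene on the opposite strand.

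The largest falls were smaller on the log2 scale. Mgat5b (ENSMUSG00000043857; chromosome 11, 116918863 to 116986948, plus strand) changed by -2.64 ± 0.16 (SE; edgeR adjusted p 7.74e-06), from 40.5 ± 3.48 to 6.51 ± 1.47 CPM (SD, n = 3). Nell2 (ENSMUSG00000022454; chromosome 15, 95075230 to 95528559, minus strand) changed by -2.62 ± 0.14 and Kcnh1 (ENSMUSG00000058248; chromosome 1, 192190774 to 192510159, plus strand) by -2.55 ± 0.24. Rbm24 (ENSMUSG00000038132; chromosome 13, 46418434 to 46431095, plus strand) changed by -2.49 ± 0.42, and its young mean of 5.67 CPM was 3.69 without young replicate 3. Rdh16f1 (ENSMUSG00000099009; chromosome 10, 127759787 to 127792694, plus strand) changed by -2.49 ± 0.26. Nell2 overlaps 1 gene and Rdh16f1 overlaps 2 genes on the same strand, so their values are less certain. The smallest p-values among the falls belonged to Kcnf1 (ENSMUSG00000051726; chromosome 12, 17172100 to 17176888, minus strand), Rab3b (ENSMUSG00000003411; chromosome 4, 108879063 to 108943324, plus strand) and E2f1 (ENSMUSG00000027490; chromosome 2, 154559407 to 154569892, minus strand), with log2 fold changes of -1.98 ± 0.08, -1.69 ± 0.08 and -1.67 ± 0.08. Kcnf1 went from 116 ± 0.804 to 29.4 ± 2.96 CPM, Rab3b from 446 ± 25.6 to 139 ± 10.1 and E2f1 from 97.9 ± 4.41 to 30.8 ± 2.69 (SD, n = 3). Kcnh1 and Rab3b overlap genes on the opposite strand.

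Genes used as markers of senescent cells were examined by name, and for each of the 5 below the libraries of the ages did not overlap. Cdkn2a (ENSMUSG00000044303; chromosome 4, 89274471 to 89294653, minus strand), whose transcripts encode p16 and p19, rose from 0.133 ± 0.040 to 1.06 ± 0.207 CPM (SD, n = 3), a log2 fold change of 2.94 ± 0.42 (SE; edgeR adjusted p 0.000484) at a low level of expression. The neighbouring Cdkn2b (ENSMUSG00000073802; chromosome 4, 89306299 to 89311039, minus strand) rose by 1.69 ± 0.36 (edgeR adjusted p 0.00502). Cdkn1a (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727, plus strand), which encodes p21, rose by 0.99 ± 0.12 from 46.1 ± 7.46 to 91.5 ± 7.02 CPM (edgeR adjusted p 0.000163) and overlaps a gene on the opposite strand. Glb1 (ENSMUSG00000045594; chromosome 9, 114401076 to 114474898, plus strand), the gene of lysosomal beta-galactosidase, rose by 0.41 ± 0.08 (edgeR adjusted p 0.00210) and overlaps a gene on the same strand. Lmnb1 (ENSMUSG00000024590; chromosome 18, 56707813 to 56753424, plus strand), whose loss is used as a marker of senescence, was higher in aged libraries by 0.84 ± 0.13 (edgeR adjusted p 0.000937), at 7.30 ± 0.818 CPM in young and 13.1 ± 1.06 in aged libraries. With the proximal tubule score as a covariate, none of these 5 genes passed the threshold (edgeR adjusted p from 0.0592 to 0.929), and all 5 kept their direction.

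The 14 gene lists ask which cell types and programs the differences fall in. Under camera, 10 of the 14 lists passed an adjusted p of 0.05. Under fry 10 lists passed as well, without the lymphocyte markers (adjusted p 0.0609) and with the extracellular matrix genes (adjusted p 0.0114), and under camera with estimated correlation no list passed, with 3 at an unadjusted p under 0.05. Camera also put 6 to 9 lists past the threshold in each of the other 9 splits of the 6 libraries, which mix the ages but keep part of their difference, with 2 libraries of one age and 1 of the other on each side, whereas fry put at most 1 list past it there. The age difference within each side widens the spread in such splits, so few calls under fry follow by construction.

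Markers of macrophages and antigen presentation had the largest shift, with a median log2 fold change of 3.03 (camera adjusted p 1.27e-43). All 18 genes tested were higher in aged libraries, and 18 were called over all genes tested and 18 when adjusted over the list alone. C1qb rose from 4.89 ± 0.656 to 279 ± 64.9 CPM (SD, n = 3). Podocytes are the epithelial cells that wrap the glomerular capillaries, and their markers had a median of -1.26 (camera adjusted p 1.65e-24), with 20 of 20 genes lower, 20 of them called over all genes and 20 adjusted over the list alone. Tcf21 went from 251 ± 8.61 to 84.0 ± 10.3 CPM (SD, n = 3). Markers of the other cell types of the glomerular tuft moved less. Endothelial markers had a median of -0.25 (camera adjusted p 0.00714; 15 of 18 genes lower, 10 called lower and 2 called higher, the same numbers adjusted over the list alone), and Tek changed by -0.80 ± 0.07. Mesangial markers had a median of -0.04 and did not pass (camera adjusted p 0.977; 4 genes called higher and 2 lower, the same adjusted over the list alone), with Fhl2 higher by 0.48 ± 0.08. The mesangial median was 0.03 without young replicate 3. Markers of parietal epithelial cells, which line the capsule around the tuft, had a median of 0.82 (camera adjusted p 0.0152; 6 of 8 genes higher, 6 called higher and 1 lower, or 6 and 2 adjusted over the list alone), and Akap12 rose by 0.76 ± 0.08.

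Tubule markers were higher in aged libraries. Proximal tubule markers had a median log2 fold change of 2.04 (camera adjusted p 5.91e-20), with 25 of 25 genes higher, 25 called over all genes and 25 adjusted over the list alone, and Hao2 rose by 2.79 ± 0.18. Distal nephron markers had a median of 1.83 (camera adjusted p 4.35e-11), with 13 of 14 genes higher, 13 called over all genes and 13 adjusted over the list alone, and Scnn1g rose by 2.21 ± 0.17.

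**Figure D2:**
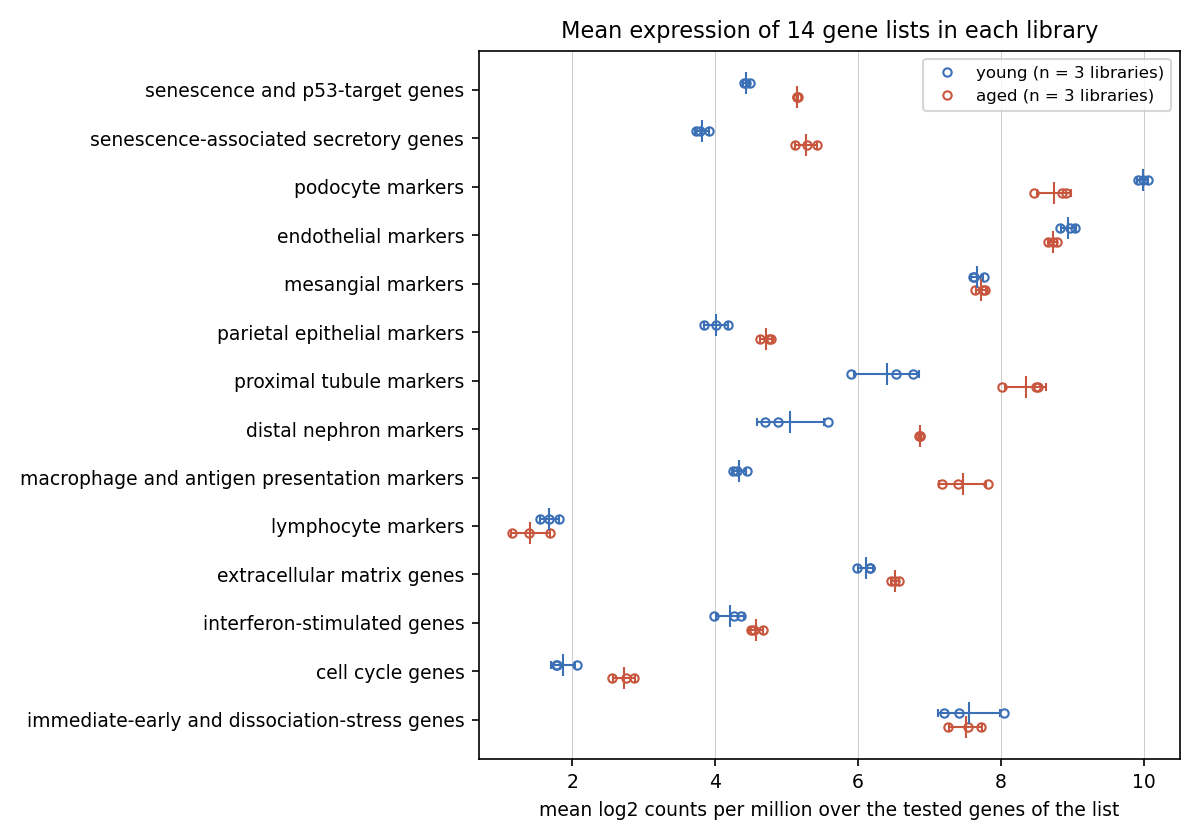
Mean log2 CPM of each of the 14 lists (horizontal axis), with 1 circle per library, a vertical mark at the mean of the 3 libraries of each age and a bar of 1 SD to each side. Macrophage and antigen presentation markers went from 4.33 ± 0.10 in young to 7.47 ± 0.33 in aged libraries and podocyte markers from 9.99 ± 0.07 to 8.74 ± 0.24, while mesangial markers stayed at 7.66 ± 0.09 and 7.72 ± 0.07.

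Senescence and p53-target genes had a median log2 fold change of 0.30 (camera adjusted p 0.0244), with 13 of 16 genes higher, 10 called higher and 2 lower, the same numbers adjusted over the list alone. This call was lost without young replicate 2 (camera adjusted p 0.0833), and its adjusted p ranged from 0.00103 to 0.210 over all alternatives. Gpnmb had the smallest p-value of the list and rose by 4.23 ± 0.36, from 4, 11 and 8 counts in young replicates 1 to 3. Cdkn2a held 4, 4 and 2 counts there. With at least 10 counts in every library, a filter that leaves out both genes, the call of the list was lost (camera adjusted p 0.105). Whether macrophages contribute to this list was not tested. Secretory genes associated with senescence had a median of 1.22 (camera adjusted p 1.43e-12), which did not change with the 2 genes at the floor in young libraries set to their bounds. Of the 47 genes tested, 37 were higher, 32 were called higher and 3 lower, or 32 and 4 adjusted over the list alone, and Mmp13 rose by 6.06 ± 0.29. Reactome pathways named for this theme did not pass, and their overlap in genes with these lists was not examined. Senescence-Associated Secretory Phenotype (41 genes) had a median of -0.02 (camera adjusted p 0.705). Cellular Senescence (98 genes) had -0.01 (adjusted p 0.722) and Oxidative Stress Induced Senescence (48 genes) had 0.02 (adjusted p 0.762). Cell cycle genes had a median of 0.94 (camera adjusted p 0.000113), with 27 of 29 genes higher, 22 called higher, or 23 adjusted over the list alone, and none called lower, among 2 genes with a negative fold change. Top2a rose by 1.44 ± 0.14 and overlaps a gene on the same strand. Wider Reactome pathways of the cell cycle did not pass. M Phase (215 genes) had a median of -5e-04 (camera adjusted p 0.809). S Phase (112 genes) had -0.004 (adjusted p 0.888) and Cell Cycle Checkpoints (115 genes) had -0.03 (adjusted p 0.779). Lymphocyte markers had a median of -0.63 (camera adjusted p 0.0484), with 15 of 21 genes lower, 8 called lower and 4 higher, or 10 and 4 adjusted over the list alone. That call was lost without young replicate 2 (camera adjusted p 0.149), young replicate 3 (0.0690), aged replicate 2 (0.128) or aged replicate 3 (0.0942), with a range of 0.000747 to 0.459 over all alternatives. The median was -0.91 without aged replicate 1 and -0.29 without aged replicate 3. Gzma changed by -2.44 ± 0.17.

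The other lists did not pass the threshold. Extracellular matrix genes had a median of 0.41 (camera adjusted p 0.0688; 16 genes called higher and 7 lower, or 17 and 7 adjusted over the list alone), and they passed without young replicate 3 (0.0494) or aged replicate 1 (0.0310), with a range of 0.00118 to 0.459 over all alternatives. Dcn rose by 2.23 ± 0.15. Interferon-stimulated genes had a median of 0.34 (camera adjusted p 0.0941; 10 genes called higher and 2 lower, or 12 and 2 adjusted over the list alone), and they passed without young replicate 1 (0.0209), with a range of 0.00679 to 0.685 over all alternatives. Their median was 0.22 without young replicate 2 (camera adjusted p 0.411) and 0.43 without young replicate 1. Ifit3 rose by 0.69 ± 0.08. Immediate-early genes, which respond to tissue dissociation, had a median of -0.15 (camera adjusted p 0.425; 1 gene called higher and 3 lower, or 1 and 1 adjusted over the list alone). Their median was 0.11 without young replicate 3. Fosb changed by -1.09 ± 0.24.

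**Figure D3:**
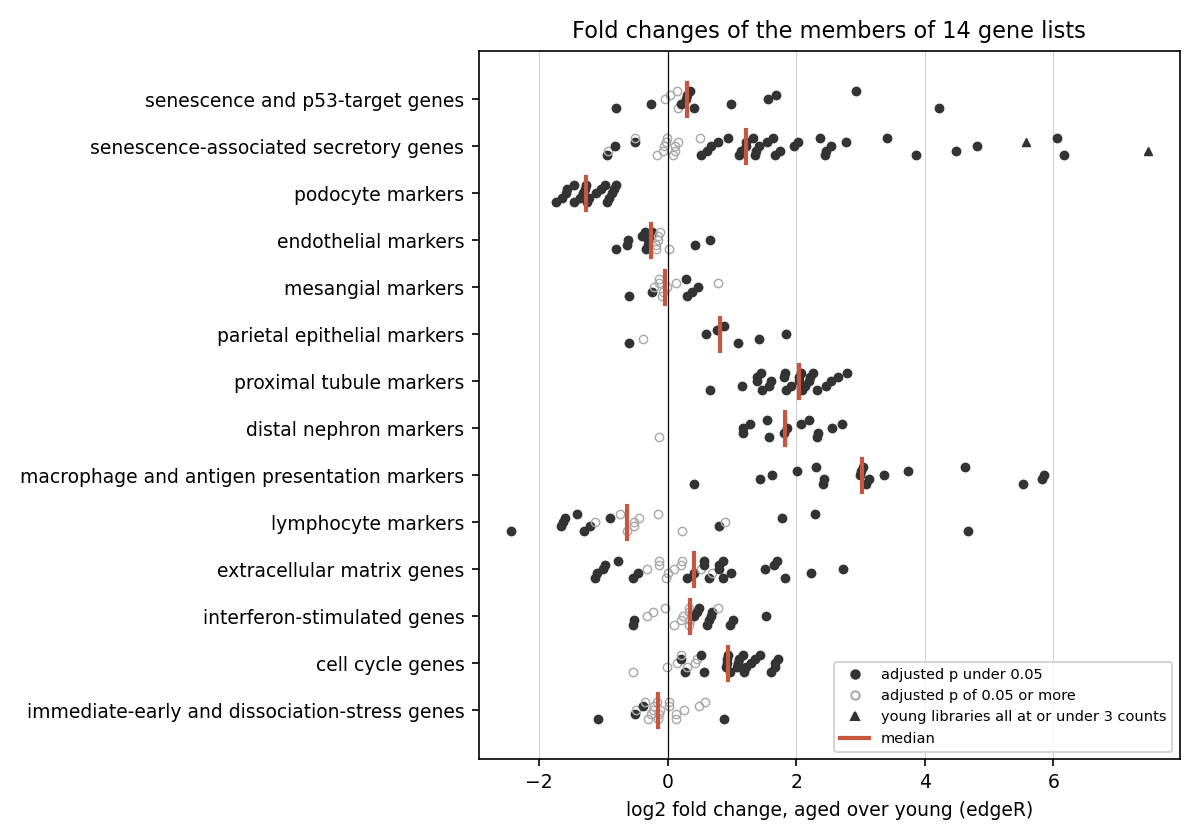
Log2 fold change of aged over young libraries (horizontal axis) for each tested member of the 14 lists, 1 point per gene, filled where the edgeR adjusted p was under 0.05, with a vertical bar at the median of the list. All 18 macrophage and antigen presentation markers lie above 0 and all 20 podocyte markers below it, while lymphocyte markers lie on both sides; triangles mark 2 secretory genes whose young libraries held 3 counts or fewer, drawn at fitted values.

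Among 663 Reactome pathways, 53 were higher and 4 lower in aged libraries at a camera adjusted p under 0.05. The alternative that moved these numbers most was fry, under which 221 were higher and 77 lower. The smallest p-values among the higher pathways were those of Biological oxidations (110 genes tested, median log2 fold change 0.87, camera adjusted p 1.07e-11), Phase 1 functionalization of compounds (56 genes, median 0.87, adjusted p 4.60e-09) and the transport of glucose and other sugars, bile salts, organic acids, metal ions and amine compounds (75 genes, median 1.04, adjusted p 1.81e-08). Among the lower pathways they were Muscle contraction (39 genes, median -0.34, adjusted p 0.00204), Smooth Muscle Contraction (24 genes, median -0.36, adjusted p 0.00316) and Class B/2 Secretin family receptors (25 genes, median -0.37, adjusted p 0.0137). The count of lower pathways was 7 without young replicate 2. In 1 of the 9 other splits of the libraries camera called 102 pathways, more than the 57 of the real split, while fry called 298 pathways in the real split and 0 in each of the others. At an unadjusted fry p under 0.05 there were 362 pathways in the real split and 5 to 80 in the others. The other splits put the age difference into the spread within each side, which lowers fry calls by construction. The contrast thus does not rank fry above camera.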

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

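Removal of GC or length trends was chosen after the data had been seen for the gene lists, the pathways, the named genes and the 2-fold counts; the other alternatives, and trend removal for the numbers of genes higher and lower, were planned. Except where a cause is stated, the cause was not tested.

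The number of genes higher in aged libraries stayed within 1.5 times its value of 3729 in 22 of 23 alternatives and the number lower, 2568, in 21 of 23. Across the 6 fits that each left out 1 library, 3153 to 3566 genes were higher and 1941 to 2431 lower, with 1848 to 2137 and 435 to 584 at least 2-fold. With an adjusted p threshold of 0.01, 1498 genes were lower. With the proximal tubule score as a covariate, 70 genes were higher and 16 lower, all at least 2-fold, and 60 and 12 of them were among the genes called without it. Age group explained 90.8% of the variance of that score, and the fit had 3 residual degrees of freedom in place of 4. In simulated data, 83.5% of changed genes were recovered without a score, 77.5% with a score that did not follow age and 23% with the score of the real libraries. The overlap of the score with age thus lowers the number of calls by construction, and whether it accounts for the whole drop was not tested. For genes higher in aged and genes lower in aged, DESeq2 gave 3556 and 2611 and limma-voom 3752 and 2551.

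Young and aged libraries with the same replicate number had correlations of 0.0106, 0.0471 and 0.105 after removal of the group means, so the numbers gave no clear pairing. With the number as a block, the counts of genes higher in aged and genes lower in aged were 3730 and 2546.

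Of the 38 named genes tested, 12 kept direction and call with the proximal tubule score, 22 were no longer past the threshold and 4 reversed: Vsig4 (log2 fold change -0.19), Rbm24 (0.53), Eif2s3y (0.051) and Fosb (0.81). Here a call is kept when a gene stays on the same side of the threshold. For Eif2s3y, Kdm5d and Uty that side is not past it, and Kdm5d and Uty are among the 12. Uty, not past the threshold in any fit, reversed with the GC trend removed (0.0038, and 0.0071 with the block), and ranged from -0.22 to 0.0053 across the 6 fits that each left out 1 library. With at least 10 counts in every library, 30 of the named genes were tested and all 30 kept direction and call. Each scaling alternative, the fit without a filter, the block, DESeq2, limma-voom and robust fits kept direction and call for all 38.

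Among the set tests, with camera adjusted p-values unless another test is named, estimated correlation left none of the 14 lists past 0.05, with 3 at an unadjusted p under 0.05. It gave 0.201 for secretory, podocyte and macrophage genes, 0.210 for senescence, proximal tubule and distal nephron genes, 0.225 for parietal, 0.364 for cell cycle and 0.459 for endothelial and lymphocyte genes. Senescence genes were past the threshold in 14 of 20 alternatives, and not with at least 10 counts in every library (0.105), the block (0.0735) or the block with GC (0.0704) or length (0.0759) trend removed, with 0.0211 to 0.0833 when 1 library was left out. Lymphocyte markers were past it in 7 of 20, and not with RLE (0.0589) or upper-quartile factors (0.0709), the block (0.0813), GC (0.0646) or length (0.0587) trends removed, the same with the block (0.0809 and 0.0989) or fry (0.0609), with 0.0166 to 0.149 when 1 library was left out. Extracellular matrix genes passed without a filter (0.0172), with the tubule score (0.00118) and under fry (0.0114), with 0.0310 to 0.130 when 1 library was left out, and interferon-stimulated genes passed without a filter (0.0290) and with the tubule score (0.00679), with 0.0209 to 0.411. With the tubule score the adjusted p was 0.434 for endothelial and 0.230 for parietal markers, and the direction reversed for proximal tubule markers (0.451), from which the score is made, mesangial markers (0.368) and immediate-early genes (2.20e-22). Mesangial markers also reversed with at least 10 counts in every library (0.931) and under fry (0.341), and gave 0.655 to 0.957 when 1 library was left out, reversing in 2 of the 6 fits. Immediate-early genes gave 0.0927 to 0.762 and reversed in 1 of the 6 fits.

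Reactome pathways higher in aged libraries, 53 of 663, numbered 80 without a filter, 18 with the tubule score, 221 under fry and 96 at sizes of 5 to 500, where 1123 pathways were tested. Pathways lower, 4, numbered 15 without a filter, 77 under fry and 0 with the tubule score, where 13 had an unadjusted p under 0.05, and 4 to 7 when 1 library was left out. The 4 shares of counts moved by less than the spread between replicates in all 7 alternatives. Depth limits genes at the floor: 42 genes called higher had 3 counts or fewer in every young library, so for these genes the size of the fold change is not known.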

Other observations

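Apart from the counts of splits for genes, for all lists and for all pathways under camera, the tests here were chosen only after the result they address was seen, and for residual blood, dissociation stress, dilution, unequal change among cell types, podocyte RNA share, tubule carry-over, lymphocyte loss and the splits of single lists and under fry, values the test rests on had been seen as well.

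The 6 libraries can be split into 3 and 3 in 10 ways, so the smallest share of splits that can be reached is 0.1 and chance cannot be told apart from the age groups by these counts alone. Only the real split, 1 of 10, gave as many genes higher or lower in aged libraries, at any fold change or at least 2-fold. The other 9 splits gave 0 genes past an adjusted p of 0.05, with 105 to 442 genes at an unadjusted p under 0.05 against 7506 in the real split. As many lists past the threshold under camera were found in 1 of 10 splits, yet the others gave 6 to 9 lists against 10. As many Reactome pathways were found in 2 of 10 splits, the second being young replicates 1 and 3 with aged replicate 1 against the rest. Each of the other 9 splits sets 2 libraries of one age and 1 of the other against the reverse, so it keeps part of the age difference, and lists that pass there are no measure of chance alone. The age difference within each side also widens the spread, which lowers gene calls and calls under fry by construction. Low counts in those splits are thus no measure of chance either. A camera p as small as the real one occurred in 1 of 10 splits for the secretory, podocyte, parietal, proximal tubule, distal nephron and macrophage lists, 2 for senescence, 3 for endothelial, 4 for extracellular matrix, 5 for lymphocyte and cell cycle, 7 for interferon-stimulated, 9 for immediate-early and 10 for mesangial genes. Under fry it was 1 of 10 for all of these lists except mesangial (2) and immediate-early genes (9).

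Macrophage markers were higher in aged libraries. Residual blood would raise blood cell genes too, whereas the red cell and platelet list had a median log2 fold change of -1.82 (9 of 10 genes tested, 6 called lower, and Pf4 higher by 2.35). Its unadjusted camera p was 0.00151, and 4 of 10 splits gave one as small (fry p 0.0279, 1 of 10). The argument rests on the median and on the lower share of haemoglobin counts, which are not independent because the list holds the 4 haemoglobin genes. Of the others, Alas2 (-1.82) and Ppbp (-1.11) were called lower, while Gp9 (-0.54) and Itga2b (-0.25) were not called. This argues against more red cell RNA, and against residual leukocytes only so far as they come with red cells. The monocyte list, with a median of -0.04 and members in both directions (6 of 6 tested, unadjusted camera p 0.636), decides nothing, and leukocytes held in the vessels without red cells stay open. Liver cells would bring abundant Alb, which stood at 3.86 CPM in aged libraries against 279 for C1qb, and 4 of 10 hepatocyte genes were tested with a median of 1.21 (unadjusted camera p 0.0154, with one as small in 4 of 10 splits, and fry p 0.00341, with one as small in 1 of 10). The camera adjusted p was 3.69e-41 with the GC trend removed and 8.93e-46 with the length trend removed. A lower share of podocyte RNA would raise all other cell types alike, but the macrophage markers rose by 3.07 relative to the mesangial markers, with an SD of 0.15 in young and 0.34 in aged libraries. Dissociation stress stays open: the immediate-early genes did not pass (camera adjusted p 0.425), but 8 were higher and 13 lower, and a list with members in both directions decides nothing. Relative to the proximal tubule markers, which rose too, the macrophage markers rose by 1.18 (SD 0.41 in young and 0.39 in aged libraries). More macrophage RNA per glomerulus with age could give this pattern as well. So could macrophages that took up beads and were collected with the magnet, or that came with carried-over tubule tissue. None of these was tested.

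Iron-recycling macrophages, of the kind that clear red cells, may be part of this rise. Their list had a median of 2.11 (6 of 9 genes tested, 5 called higher; unadjusted camera p 1.83e-06, fry p 0.000825). The median was 1.93 without aged replicate 1 and 3.10 without aged replicate 2. Vsig4 lay above the median at its lower bound as well. Vsig4 and Cd5l, both named above for their large fitted rises, are members, while Axl rose by 0.47 and Cd163 was not called (edgeR adjusted p 0.278). Only 3 of the 9 genes had at least 10 counts in every young library, and no gene was shared with the hand-written lists.

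Podocyte markers were lower in aged libraries. Dilution by cells without mesangial or endothelial markers would lower all glomerular cell types alike. Podocyte markers instead fell by 1.30 relative to mesangial markers (SD 0.15 in young and 0.28 in aged) and by 1.03 relative to endothelial markers (two-sided exact permutation p 0.1 for each, the smallest possible with n = 3). Carried-over cells that express mesangial or endothelial markers would hold those lists up, so dilution by such cells stays open. The camera adjusted p was 1.05e-22 with the GC trend and 5.00e-25 with the length trend removed. A lower share of podocyte RNA alone would lower all markers by the same factor. Of the 20 markers, 11 lay more than 2 standard errors from the common change of -1.21, against 1 by chance, with 6 falling more and 5 less, although expression of some markers in other cells stays open. Fewer podocytes, lower marker expression per podocyte, or a mix may underlie the fall, and an age difference in either was not tested.

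Tubule markers were higher in aged libraries, proximal and distal alike. Tubule fragments carried over in the preparation would order the libraries of one age alike for both segments, and 5 of the 6 within-group pairs were so ordered. With 3 libraries per age this is too few to decide, and carry-over cannot be told apart from an age difference in the animals because it follows the age groups. With the GC trend removed the camera adjusted p of the proximal tubule markers was 5.00e-18, which argues against GC bias as the whole cause. If carry-over differed with age, genes that tubules express may be higher without a change in glomerular cells.

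Secretory genes were higher in aged libraries. The 33 genes that macrophages also make had a median of 1.42 (unadjusted camera p 1.66e-14, 25 called higher and 1 lower). If macrophage transcripts alone raised the list, the rest would not move, yet the other 14 tested genes had a median of 0.31 (unadjusted camera p 0.0186, fry p 0.00160, 7 called higher and 2 lower). A camera p as small came from 2 of 10 splits and a fry p as small from 1 of 10. Much of the rise may thus come with macrophages, and the source cells of the rest were not tested.

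Counts of the mitochondrial genome were higher in aged libraries (13 genes tested, median 0.79, unadjusted camera p 0.00505, with one as small in 5 of 10 splits, and fry p 0.0255, with one as small in 1 of 10). More mitochondria-rich cells, such as tubule cells, could contribute to it: nuclear-coded respiratory genes had a median of 0.27 (52 of 62 higher, unadjusted camera p 0.0119, fry p 0.0387). A camera p as small came from 6 of 10 splits and a fry p as small from 1 of 10. This median was smaller than the 0.79 of the mitochondrial genome. Whether such cells account for the size of the rise was not tested, nor was an age difference in mitochondria.

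Lymphocyte markers had a negative median log2 fold change, but their call held in only 7 of 20 alternatives. The mean log2 CPM of the list overlapped between the ages, at 1.69 in aged replicate 1 against 1.54 in young replicate 1. Less residual blood would lower neutrophil genes too, but that list had a median of 0.50 with members in both directions (6 of 9 tested, 3 called higher and 1 lower; unadjusted camera p 0.884), which decides nothing. The red cell and platelet list (median -1.82, 6 called lower and Pf4 higher) and the lower share of haemoglobin counts go with less blood. The 2 are not independent, since the list holds the haemoglobin genes. Less blood and an age difference in lymphocytes cannot be told apart here.

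Some genes were chosen after their values were seen. Igha had 6, 77 and 74 counts in young and 1803, 2863 and 709 in aged replicates 1 to 3, and Jchain had 10, 8 and 36 against 481, 625 and 252. Ighd went the other way, with 284, 499 and 345 counts in young and 94, 145 and 99 in aged libraries. Mzb1, which overlaps a gene on the same strand, had 22, 24 and 25 against 25, 29 and 8 counts. Slc40a1 had 219, 281 and 146 counts in young and 6238, 4708 and 4002 in aged libraries. Spic had 7, 1 and 7 against 390, 334 and 279. No explanation was tested for these genes.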
